# Qingda Granule Attenuates Angiotensin II-Induced Blood Pressure and Inhibits Ca^2+^/ERK Signaling Pathway

**DOI:** 10.3389/fphar.2021.688877

**Published:** 2021-07-29

**Authors:** Meizhu Wu, Xiangyan Wu, Ying Cheng, Zhiqing Shen, Xiaoping Chen, Qiurong Xie, Jianfeng Chu, Jiapeng Li, Liya Liu, Lihui Wei, Linzi Long, Qiaoyan Cai, Jun Peng, Aling Shen

**Keywords:** Qingda granule, angiotensin II, hypertension, vascular smooth muscle cells, Ca^2+^/ERK signaling pathway

## Abstract

**Objective:** As a well-known traditional Chinese medicine formula prescribed by academician Ke-ji Chen, Qingda granule (QDG) lowered the blood pressure of spontaneously hypertensive rats and attenuated hypertensive cardiac remodeling and inflammation. However, its functional role and underlying mechanisms on hypertensive vascular function remain largely unclear. This study aims to assess the effects of QDG treatment on Angiotensin II- (AngII-) induced hypertension and vascular function and explore its underlying mechanisms both *in vitro* and *in vivo*.

**Methods:** In an *in vivo* study, 25 male C57BL/6 mice were randomly divided into five groups, including Control, AngII, AngII + QDG-L, AngII + QDG-M, and AngII + QDG-H groups (*n* = 5 for each group). Mice in AngII and AngII + QDG-L/-M/-H groups were infused with AngII (500 ng/kg/min), while in the Control group, they were infused with saline. Mice in AngII + QDG were intragastrically given different concentrations of QDG (0.5725, 1.145, or 2.29 g/kg/day), while in Control and AngII groups, they were intragastrically given equal volumes of double distilled water for 2 weeks. Blood pressure was determined at 0, 1, and 2 weeks of treatment. Ultrasound was used to detect the pulse wave velocity (PWV) and HE staining to detect the pathological change of the abdominal aorta. RNA sequencing (RNA-seq) was performed to identify the differentially expressed transcripts (DETs) and related signaling pathways. IHC was used to detect the expression of p-ERK in the abdominal aorta. Primary isolated rat vascular smooth muscle cells (VSMCs) were used to assess the cellular Ca^2+^ release and activation of the ERK pathway by confocal microscope and western blotting analysis, respectively.

**Results:** QDG treatment significantly alleviated the elevated blood pressure, the PWV, and the thickness of the abdominal aorta in AngII-induced hypertensive mice. RNA-seq and KEGG analyses identified 1,505 DETs and multiple enriched pathways (including vascular contraction and calcium signaling pathway) after QDG treatment. Furthermore, confocal microscope showed that QDG treatment partially attenuated the increase of Ca^2+^ release with the stimulation of AngII in cultured VSMCs. In addition, IHC and western blotting indicated that QDG treatment also partially alleviated the increase of phospho-ERK levels in abdominal aorta tissues of mice and cultured VSMCs after the infusion or stimulation of AngII.

**Conclusion:** QDG treatment attenuated the elevation of blood pressure, abdominal aorta dysfunction, pathological changes, Ca^2+^ release, and activation of the ERK signaling pathway.

## Introduction

Hypertension is the most important modifiable risk factor for all-cause morbidity and mortality worldwide and associated with an increased risk of cardiovascular diseases such as coronary artery disease, stroke, heart failure, and chronic kidney disease, which are the leading causes of death in China (Wenzel et al., 2011; Wang et al., 2018; Benjamin et al., 2019). The main damage of hypertension is that the long-term pressure overload causes the functional and structural change of the target organs, including the aorta, heart, and kidney, which ultimately causes organ failure (Touyz 2005; Rubattu et al., 2019; Di Palo and Barone, 2020). Despite the improvement of awareness and treat (Collaborators 2017), exploring more effective pharmacological therapies to control blood pressure and alleviate organ damage is an urgent issue in this area.

The etiology of hypertension involves a complex interplay of various elements, including genetic, neurohumoral, and environmental factors, among which the renin-angiotensin-aldosterone system (RAAS) plays a critical role in the pathogenesis of hypertension (Elliott 2007; Fujii et al., 2007; Oparil et al., 2018). The RAAS has wide-ranging effects on blood pressure regulation, mediating vasoconstriction, endothelial dysfunction, and vascular injury through its most pharmacological factor angiotensin II (AngII) binding with its receptor, that is, AngII type I receptor (AT1R) (Gasc et al., 1994; Garg and Yusuf, 1995; Touyz 2005; Montezano et al., 2014). Vascular dysfunction is a crucial pathological process during the development of hypertension, which in turn promotes its progression (Pan et al., 2018; Lang et al., 2020; Lu et al., 2020). Once AngII binds to the extracellular part of AT1R on the vascular smooth cell membrane, its actives the “classical” G protein-dependent signaling pathway, which triggers vasoconstriction, in which calcium efflux from the sarcoplasmic reticulum and downstream ERK signaling pathway play an important role (Sugden and Clerk, 1997; Seko et al., 2003; Yan et al., 2003; Mehta and Griendling, 2007; Wilson et al., 2015). Therefore, rescuing the vascular functional and structural change at the early stage of hypertension may be an important means to interfere with the progression of hypertension.

Qingda granule (QDG) is a simplified formulation based on Qingxuan Jiangya Decoction (QXJYD), prescribed by academician Ke-ji Chen, which is a well-known traditional Chinese medicine formula to treat hypertension for more than 60 years in China (Yu et al., 2020; Zhang et al., 2020; Cheng et al., 2021). QDG is composed of *Gastrodia elata* Blume (Tianma), *Uncaria rhynchophylla* (Miz.) Miz. ex Havil. (Gouteng), *Scutellaria baicalensis* Georgi (Huangqin), and *Nelumbo nucifera* Gaertn (Lianzixin) in a ratio of 12: 10: 6: 5. Many active components in QDG derived from a famous traditional Chinese medicine for hypertension therapy, such as baicalin, gastrodin, and uncarine, have the anti-hypertension effect (Dai et al., 2017; Qian et al., 2020). Our previous studies have shown that QDG significantly attenuated the elevation of blood pressure by inhibiting vasoconstriction and promoting vasorelaxation in spontaneously hypertensive rats (SHRs) (Huang et al., 2019). We also have shown that QDG attenuated elevated hypertension and inhibited the proliferation of vascular smooth muscle cells (VSMCs) by suppressing MAPK signaling pathway in AngII-treated mice (Yu et al., 2020). In addition, QDG alleviated the hypertensive cardiac inflammatory infiltrates and cardiac hypertrophy and remodeling in hypertensive rats or mice model (Wu et al., 2020; Yu et al., 2020). However, the effect and precise mechanism of QDG on hypertensive vascular dysfunction remain unclear. This study aims to define the role of QDG in the pathogenesis of hypertension and vascular functional and morphological change induced by hypertensive stimuli.

## Methods

### Animals

In this study, 8–10-week-old male C57BL/6 mice (*n* = 25) were purchased from SLAC Laboratory Animal Technology Co., Ltd. (Certificate ID: SCXK 2017-0005, Shanghai, China), and fed in the animal center of Fujian University of Fujian Traditional Chinese Medicine free of water and food, randomly divided into Control, AngII, AngII + QDG-L, AngII + QDG-M and AngII + QDG-H groups (*n* = 5 for each group). Mice in AngII and AngII + QDG- L/-M/-H groups were infused with AngII (500 ng/kg/min), and mice in the Control group were infused with saline for 2 weeks by Osmotic pump. At the same time, mice in AngII + QDG-L/-M/-H groups were given intragastrically three different concentrations of QDG (0.5725, 1.145, or 2.29 g/kg/day, 100 μL for each mice), and in Control and AngII were given intragastrically equal volumes (100 μL) of double distilled water, respectively, for 2 weeks. All the experiments were performed strictly according to the animal ethics in experimental research and approved by the Institutional Animal Care and Use Committee of Fujian University of Traditional Chinses Medicine.

### Qingda Granule Preparation

QDG is composed of the dried herbs: *Gastrodia elata* Blume (Tianma), *Uncaria rhynchophylla (Miz.) Miz. ex Havil.* (Gouteng), *Scutellaria baicalensis* Georgi (Huang Qin), and *Nelumbinis Plumula* Gaertn (Lian Zi Xin) in a ratio of 12: 10: 6: 5. The voucher specimens were also deposited in the Jiangyin Tianjiang Pharmaceutical Co., Ltd. (Jiangsu, China), and the batch number is 1704306 (same batch number as that in the previously published paper by Yu et al. (2020); https://doi.org/10.1016/j.jep.2020.112767). Baicalin has been quantified for controlling the quality of the granule via using Ultra-Performance Liquid Chromatography (UPLC) (Yu et al., 2020). In the UPLC fingerprint profile, the peak of baicalin in QDG was identified by comparing the retention time of the corresponding standard baicalin, revealing baicalin as one of the potential main components of QDG.

For animal experiments, QDG was dissolved in double distilled water to a final concentration (100 μL for each mice) based on the body weight of mice. For cell culture experiments, QDG was dissolved in serum-free media to a concentration of 100 mg/ml. The solution of QDG was freshly prepared just before use.

### Blood Pressure Measurement

The blood pressure of mice was monitored at 0, 1, and 2 weeks after AngII and QDG treatment by a non-invasive tail-vein blood pressure instrument (Kent Scientific, Torrington, CT, United States) according to the instructions. Since various concentrations of QDG treatment exhibit similar attenuation effects on AngII-infused mice, the mice in Ang II + QDG-M group were used for further determination and defined as AngII + QDG.

### Ultrasound Measurement

At the end of treatment, pulse wave velocity (PWV) and thickness of the abdominal aorta in mice from each group were detected by Vevo 2,100 Ultrasound Machine (VisualSonics, Toronto, Ontario, Canada). Briefly, the hair in the abdominal was removed, and the mice were anesthetized with 2% isoflurane and maintained with 1.5% isoflurane. After that, mice were placed in a 37°C pre-heated platform with a heart rate of 450–550 bp. MS400 (30-MHz) probes for mice were placed longitudinally below the sternum and xiphoid process to get the full image of the abdominal aorta in both B mode and M mode. The PWV of each mouse was calculated according to the following formula: length of abdominal aorta/(distal time delay—proximal time delay). Images were taken in both B/M mode, followed by the PWV and thickness of the abdominal aorta via Vevo® LAB software (VisualSonics, Toronto, Ontario, Canada).

### Histological Analysis

Mice were anesthetized by isoflurane and sacrificed. The abdominal aorta was dissected and fixed with 4% paraformaldehyde for 48 h and further embedded in paraffin in a tissue box. The tissues were cut into 4 μm sections and stained with hematoxylin-eosin after rehydration with gradient ethanol.

### RNA Sequencing

The abdominal aorta was dissected and stored in RNAlater (Takara, Beijing, China) at room temperature for 1 h and moved to −20°C for long-time storage. Total RNA was extracted by a mirVana miRNA Isolation Kit (Thermo Fisher Scientific, Grand Island, NY, United States) according to the manufacturer’s protocol, and the concentration and quality were measured by Qubit 3.0 and Agilent 2,100 Bioanalyzer, respectively. RNA samples with a RIN value of seven or above were used for further experiments.

RNA sequencing (RNA-seq) library was built by CapitalBio Technology. In brief, rRNA was removed from total RNA by Ribo-Zero Magnetic Kit according to the instructions. rRNA depleted total RNA was fragmented and generated the poly(A)-tailed mRNA molecules by NEBNext Ploy(A) mRNA Magnetic Isolation Module Kit according to the instructions. Moreover, the final libraries were quantified on Agilent 2,100 Bioanalyzer using KAPA Library Quantification Kit and subjected to paired-end sequencing on an Illumina Hiseq sequencer (Illumina).

The raw data were processed by a bioinformatics pipeline, including the following steps. 1) The sequencing quality was assessed by FastQC (v0.11.5), and low-quality data were filtered by NGSQC (v.2.3.3). 2) Clean reads were aligned to the genome of mice (GCRmm38/mm10 in UCSC) by HISAT2 (v2.1.0) with default paraments. 3) Reconstruction of genes and transcripts based on the results of reads comparison and quantification of genes were performed using StringTie (v1.3.3b). 4) Bio MAS (molecule annotation system v3.0) was used for correlation analysis between samples and functional annotation of genes. 5) The differentially expressed transcripts (DETs, with the condition of |fold change| ≥ 2 and *p* < 0.05) between groups were analyzed using DESeq (v1.28.0). 6) The selected genes were further analyzed in the context based on the information obtained from the database of gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG).

### Immunohistochemical Staining

Immunohistochemical (IHC) staining was performed with 4 μm sections of the abdominal aorta. After being rehydrated with gradient ethanol, the tissues were treated with 0.01 M citrate antigen retrieval solution in a pressure cooker with high temperature for 15 min and cooled down to room temperature and then were incubated with primary antibody for phospho-ERK (p-ERK; 1:200) in a wet box at 4°C overnight. After being washed with PBS for three times, the tissues were incubated with a secondary antibody for 1 h and DAB staining according to instructions. The images were taken randomly in six independent areas of each sample using Leica DM4000B intelligent automated optical Microscope (Leica, Wetzlar, Germany) and analyzed by true color multi-functional cell image analysis system (Image-Pro Plus, Media Cybernetics, Rockville, MD, United States). IHC scores were calculated using the following formula: positive cells × staining intensity. There are 5 grades for positive cells: 0, <10% cells were positive; 1, 10–25% cells were positive; 2, 25–50% cells were positive; 3, 50–75% cells were positive; 4, >75% cells were positive. There are 3 grades for staining intensity under the optical microscope: 1, weak (light yellow); 2, intermediate (light brown); 3, strong (dark brown).

### Vascular Smooth Muscle Cells Isolation and Identification

Primary vascular smooth muscle cells (VSMCs) were obtained as previously described (Mu et al., 2018). Briefly, rats were anesthetized by isoflurane and the abdominal aorta was dissected immediately and washed with ice 1.5 mM of CaCl_2_-HEPES-buffered salt solution (HBSS) to remove the blood. Then, the aorta was cut longitudinally and swiped slightly by a cotton swab to remove the endothelial cells. After being placed in 1.5 mM CaCl_2_ HBSS for 30 min at 4°C and Ca^2+^-free HBSS for 20 min at room temperature for 20 min, the aorta was digested in the 0.5 ml pre-prepared mix enzyme-containing collagenase Ⅰ (3.2 mg), papain (0.3 mg), and BSA (2 mg) for 20–30 min at 37°C. After removing the extra enzyme, the aorta was washed with Ca^2+^-free HBSS and placed in the T25 flask with 4 ml DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. The VSMCs were dispersed by piping up and down 50–60 times gently and cultured at an incubator with 5% CO_2_.

### CCK8 Assay

VSMCs in suspension (100 μL) were seeded into 96-well plates at a density of 2 × 10^4^ cells/ml. Then, VSMCs were treated with different concentrations of QDG (12.5, 25, and 50 μg/ml) for 48 h. At the end of treatment, 10 μL of CCK-8 solution was added to each well, and the plate was incubated for another 2 h at 37°C in air containing 5% CO_2_. Absorbance was measured at 450 nm using a Microplate Reader (Multiskan FC, Thermo Fisher Scientific, Grand Island, NY, United States).

### Measurement of (Ca^2+^)i

Determinations of (Ca^2+^)i were performed as previously described (Mu et al., 2018). Briefly, cultured VCMCs were pre-treated with QDG (50 μg/ml) or PBS for 48 h and then incubated with 5 μM of the Ca^2+^-sensitive fluorescent dye Fluo-4 for 30 min at room temperature in the dark. The extracellular dye was washed with Ca^2+^-free HBSS 3 times, and cells were visualized using a PerkinElmer Ultraview spinning disk confocal microscope (PerkinElmer Inc., Waltham, United States). After recording the basal fluorescence of cells in 90 s (F_0_), 100 nM of AngII was added, and the change of fluorescence was recorded for another 15 min (F_1_). All the images were processed using Velocity software (PerkinElmer Inc., Waltham, United States), and the change of fluorescence was shown as F_1_-F_0_.

### Western Blotting

Western blotting was performed as previously described (Shen et al., 2018). Briefly, cultured VSMCs cells were seeded in a 6-well plate at the concentration of 1 × 10^5^ cells/ml and treated with various concentrations of QDG (12.5, 25, and 50 μg/ml) or PBS for 48 h and then treated with 100 nM of AngII for 8 min. After the treatment, cells were lysed for western blotting by IP lysate buffer with 1 mM phenylmethylsulfonyl fluoride and protease inhibitors on ice for 30 min. Total protein concentration was detected by BCA assay and 40 μg of proteins of each sample was separated by SDS-PAGE and transferred onto a PVDF membrane by a wet transfer system. Then, the membranes were blocked by 5% non-fat skimmed milk at room temperature for 2 h and incubated with primary antibodies (anti-p-ERK 1:1,000, anti-ERK 1:1,000, anti-GAPDH 1:5000) at 4°C overnight. After being washed with TBST three times, the membranes were incubated with secondary antibody at room temperature for 1 h and detected by an ECL kit. Then, the membranes were placed in Restore Western Blot Stripping Buffer and incubated for 30 min at 37°C. After being washed with TBST, the membranes were blocked, incubated with primary antibodies (anti-ERK 1:1,000) at 4°C overnight, and then incubated with secondary antibody at room temperature for 1 h. Finally, an ECL kit was used to detect protein expression. The intensity was analyzed in Image J, and GAPDH was set as the internal control.

### Statistical Analysis

Statistical analysis of this study was performed using SPSS 26.0 (IBM). All the data were shown as mean ± SD and detected the normality by Shapiro–Wilk test. One-way ANOVA and Kruskal–Wallis test were used for detecting the statistical significance for normal distribution and nonparametric data, respectively. *p < 0.05* was recognized as statistically significant.

## Results

### Qingda Granule Lowers Blood Pressure of AngII-Induced Hypertensive Mice

To investigate the functional role of QDG treatment on antihypertension, we first detected the effect of QDG (0.5725, 1.145, or 2.29 g/kg/day) treatment on blood pressure of AngII-induced hypertensive mice. The blood pressure, including systolic blood pressure (SBP), diastolic blood pressure (DBP), and mean arterial pressure (MAP), was increased in AngII-infused mice, which was reversed by different concentrations of QDG treatment (Figures 1A–C), while no difference was found between different concentrations of QDG treatment. Moreover, there was no significant difference in body weight among all groups (Figure 1D). These results suggest that QDG treatment lowers the blood pressure of AngII-induced hypertensive mice and didn’t affect body weight.

**FIGURE 1:**
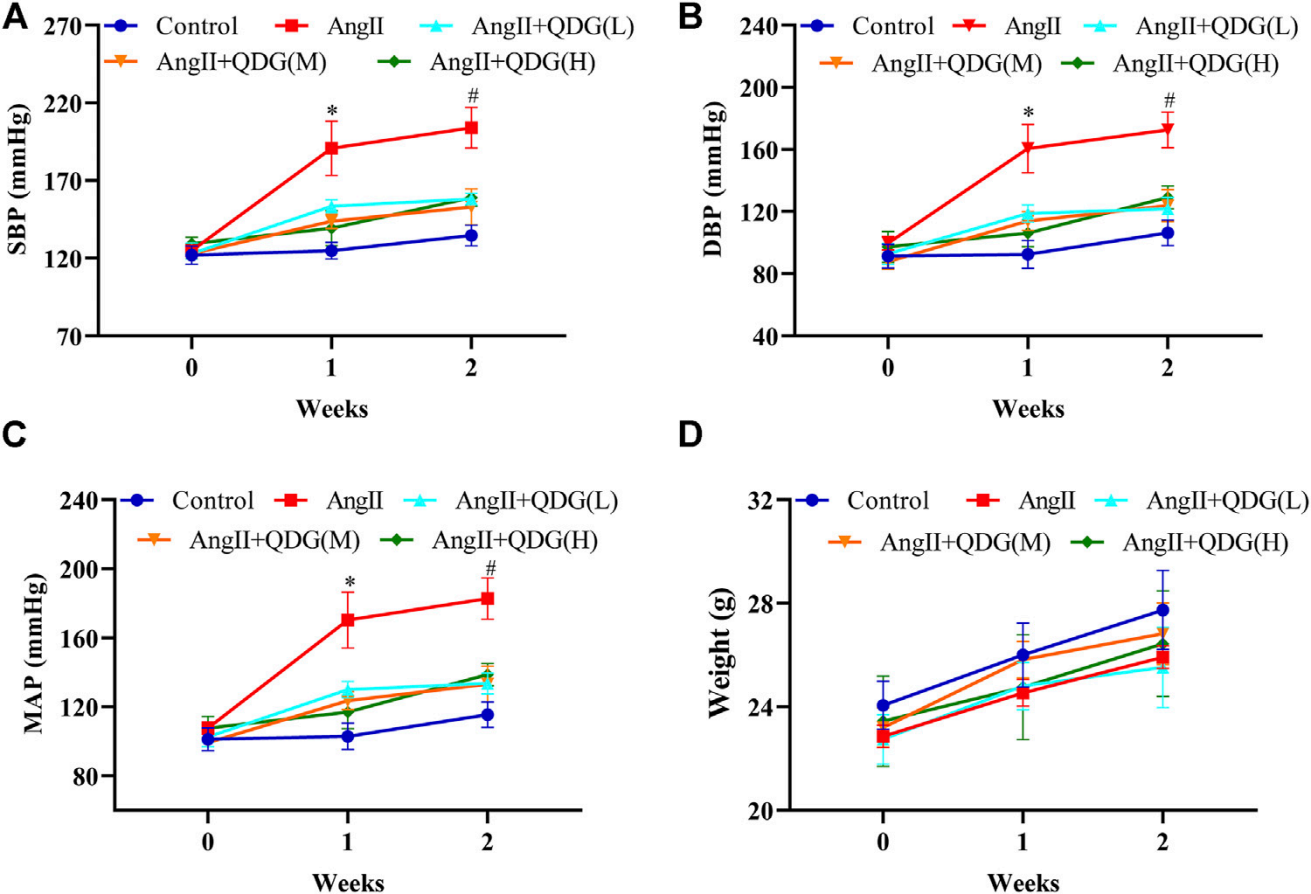
Qingda granule (QDG) lowers the blood pressure of angiotensin- (AngII-) induced hypertensive mice. Systolic blood pressure **(A)**, diastolic blood pressure **(B)**, mean arterial pressure **(C)**, and body weight **(D)** of mice from each group. Data are presented as mean ± SD; *n* = 5 for each group; *p < 0.05 vs. Control group, #*p* < 0.05 vs. AngII group.

### Qingda Granule Attenuates Vascular Functional and Pathological Change of AngII-Induced Hypertensive Mice

To assess the effect of QDG treatment on vascular function of hypertensive mice, we examined the PWV of the abdominal aorta in each mouse by animal ultrasound. The PWV of the abdominal aorta was increased after 2 weeks of AngII infusion and attenuated by QDG treatment (Figures 2A,B). Furthermore, the thickness of the abdominal aorta was increased by AngII infusion and decreased by QDG treatment (Figure 2C); this result was further confirmed by HE staining (Figure 2D). These results suggest that QDG treatment attenuate vascular functional and pathological change in AngII-induced hypertensive mice.

**FIGURE 2:**
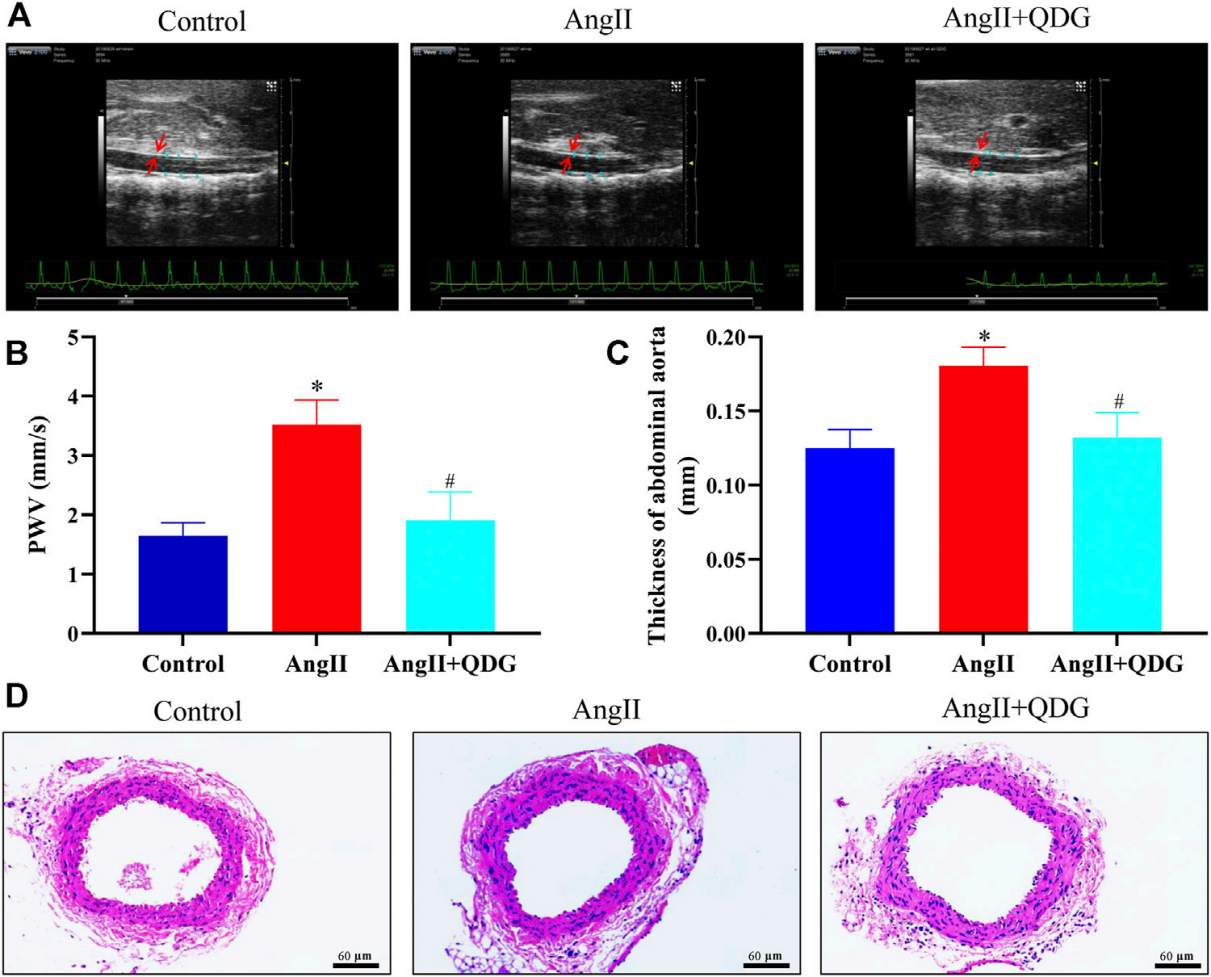
Qingda granule (QDG) attenuates vascular functional and pathological change of angiotensin- (AngII-) induced hypertensive mice. **(A)** Representative images of ultrasound in each group. PWV **(B)** and wall thickness **(C)** of the abdominal aorta were analyzed. **(D)** H&E staining of abdominal aorta (scale bar = 60 um). Data are presented as mean ± SD; *n* = 5 for each group; *p < 0.05 vs. Control group, #*p* < 0.05 vs. AngII group.

### Genome-Wide Gene Expression Profiling

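RNA of the abdominal aorta was sequenced from 15 mice, 5 in the Control group, 5 in the AngII group and 5 in the AngII + QDG group, after 14 days of treatment. AngII was infused at 500 ng/kg/min according to the methods, and the treatment field of the sample labels gives the same dose, while the labels' descriptions of the AngII mice run from 500 to 504 ng/kg/min. QDG was given at 1.145 g/kg/day. The authors aligned the reads to the mouse genome (GRCm38/mm10) with HISAT2 and reconstructed and quantified transcripts with StringTie. The deposited values are FPKM (fragments scaled for transcript length and for the number of mapped fragments), 1 value per transcript and mouse, so that differences in depth are already divided out and read counts were not used here. Transcripts carry an Ensembl identifier or, where StringTie reconstructed them, an identifier of its own, and the files do not pair either with gene names. Summed FPKM was 482140 to 517710 in the Control group (median 495600), 476292 to 547311 in the AngII group (median 516795) and 454587 to 540022 in the AngII + QDG group (median 503493). Absolute depth is unknown. Relative depth was estimated from the ratios of low values between mice, without a check against a known depth. The estimate differed by 1.13-fold between the highest and the lowest mouse. The number of transcripts with an FPKM of 1 or more was 27738 ± 1404 (SD, n = 5 mice) in the Control group, 27421 ± 1066 (SD, n = 5) in the AngII group and 27604 ± 913 (SD, n = 5) in the AngII + QDG group.

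The Control and AngII mice were quantified on the same list of 126719 transcripts. The AngII + QDG mice were quantified on another list of 125443 transcripts. Both lists hold 108027 Ensembl transcripts in common. Another 1474 identifiers of reconstructed transcripts occur in both lists, but their values had a mean Spearman's rho of 0.11 between mice of different lists, against 0.63 and 0.65 between mice of the same list, across transcripts that are not independent replicates. Every comparison with AngII + QDG mice was therefore limited to the shared Ensembl transcripts. All mice on that list received QDG and all other mice did not, so the list and the treatment cannot be told apart. Differential expression was tested with limma-trend on log2(FPKM + 1), for transcripts with an FPKM of at least 1 in at least 5 of the 10 mice compared. Fold changes are on that scale, which understates the change of low transcripts. Differentially expressed transcripts (DETs) were called at a fold change of at least 2 on that scale and an unadjusted p below 0.05. The methods give a fold change of at least 2 and a p below 0.05 with DESeq, without stating whether p was adjusted. Across 23914 shared Ensembl transcripts, the first principal component (13.5% of the variance) did not separate the groups. The second (12% of the variance) placed the AngII + QDG mice between 24.87 and 70.83 and the other mice between -33.11 and -3.76.

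**Figure D1:**
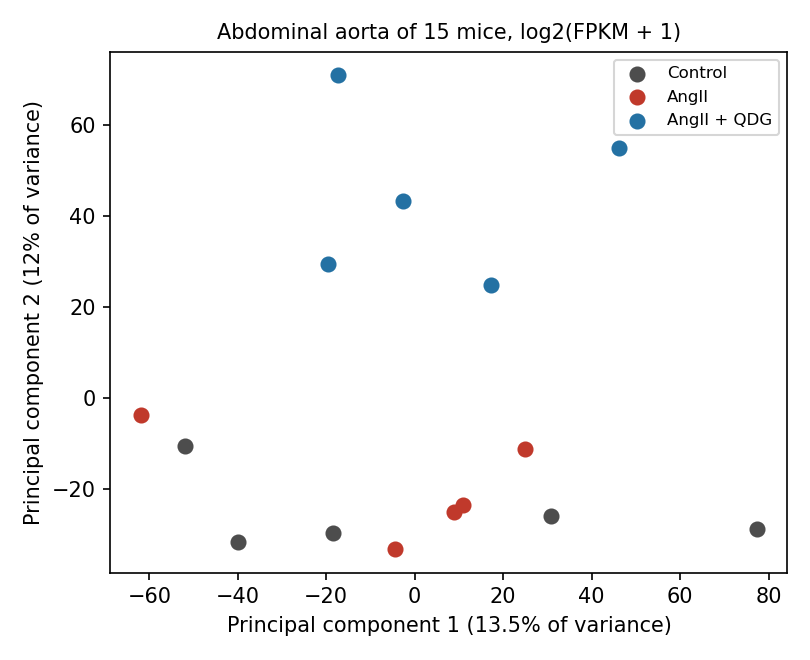
Principal components of log2(FPKM + 1) over 23914 shared Ensembl transcripts, 1 point per mouse, with the share of the variance on each axis. The 5 AngII + QDG mice lie above 24 on component 2, while Control and AngII mice overlap on both components.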

To further determine the underlying molecular mechanism of QDG treatment, we performed RNA-seq to detect the gene expression profiles of abdominal aorta in each group, and cluster maps (Figure 3A) and volcano maps (Figure 3B) were drawn according to DETs (GSE165601; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165601). Total 775 transcripts were upregulated and 913 transcripts were downregulated after AngII infusion, whereas 777 transcripts were upregulated and 728 transcripts were downregulated after QDG treatment compared to AngII group. 

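Between the AngII and Control groups, 27327 transcripts were tested, and 175 transcripts were upregulated and 234 were downregulated. Of these DETs, 117 upregulated and 125 downregulated transcripts carried an Ensembl identifier, and the remaining 58 and 109 were reconstructed. Without a fold change limit, 1298 transcripts had an unadjusted p below 0.05, where a nominal share of 0.05 of those tested would be 1366. After Benjamini-Hochberg adjustment, 2 transcripts had an adjusted p below 0.05, both upregulated. For comparison, 99 other splits of the same 10 mice into 5 and 5 gave from 292 to 827 DETs, with a median of 398, so the number of DETs lay within what regrouping the mice gives. Without a fold change limit, these splits gave from 712 to 4218 transcripts with an unadjusted p below 0.05, with a median of 1098. The 1298 observed also lay within that range, above its median. The count was most sensitive to the filter, and with an FPKM of at least 1 required in every mouse it fell to 49 upregulated and 42 downregulated transcripts. With 1 mouse left out in turn, between 230 and 284 of the 409 DETs were called again. The filter still asked for 5 mice, so a transcript that reached it in 1 group only was not tested without a mouse of that group. How much of the loss came from this was not measured.

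Between the AngII + QDG and AngII groups, 21081 shared Ensembl transcripts were tested, and 427 transcripts were upregulated and 317 were downregulated. The adjusted p was below 0.05 for 365 transcripts, 216 of them upregulated and 149 downregulated. Other splits of these 10 mice gave from 176 to 514 DETs, fewer than the 744 between the groups, which also differ in the transcript list.

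The transcripts with the smallest p among DETs whose values did not overlap between AngII and Control mice were ENSMUST00000135691 and ENSMUST00000174282, both upregulated, and ENSMUST00000111624 and a transcript reconstructed by StringTie, both downregulated. The FPKM of ENSMUST00000135691 was 0.326 ± 0.170 (SD, n = 5 mice) in the Control group and 2.95 ± 0.442 (SD, n = 5) in the AngII group, a log2 fold change of 1.58 (standard error 0.14, limma adjusted p = 0.0157). For ENSMUST00000174282 it was 2.13 ± 0.997 (SD, n = 5) and 16.2 ± 4.81 (SD, n = 5), a log2 fold change of 2.46 (standard error 0.25, limma adjusted p = 0.0263). The FPKM of ENSMUST00000111624 was 2.31 ± 0.587 (SD, n = 5) in the Control group and 0.178 ± 0.298 (SD, n = 5) in the AngII group, a log2 fold change of -1.51 that did not pass adjustment (limma adjusted p = 0.0901). The reconstructed transcript was between 1.77 and 15.5 in Control mice and listed at 0 in 4 AngII mice and at 0.00178 in the other (limma adjusted p = 0.383). A 2-sided exact permutation test on each of the 4 gave p = 0.00794, the smallest that 5 mice against 5 allow, for transcripts that were selected for not overlapping. In the AngII + QDG group, ENSMUST00000135691 was 1.14 ± 1.58 (SD, n = 5), with 1 mouse at 3.93 and the others between 0.223 and 0.735. Its change from the AngII group had a log2 fold change of -1.10 (limma adjusted p = 0.276 over all transcripts tested; exact permutation test, p = 0.0476). For ENSMUST00000174282, at 11.1 ± 9.32 (SD, n = 5), the log2 fold change was -0.96 (limma adjusted p = 0.857; exact permutation test, p = 0.262). ENSMUST00000111624 was 1.54 ± 0.666 (SD, n = 5) in the AngII + QDG group, and 4 of the 5 mice were above every AngII mouse (exact permutation test, p = 0.0159). It was not among the transcripts fitted, since 4 of the 10 mice reached an FPKM of 1. Adjusted over these 3 transcripts with the Benjamini-Hochberg method, the exact permutation p-values were 0.0714, 0.262 and 0.0476. The AngII mice by which the transcripts were chosen enter this comparison too, and the transcript list differs between the groups.

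**Figure D2:**
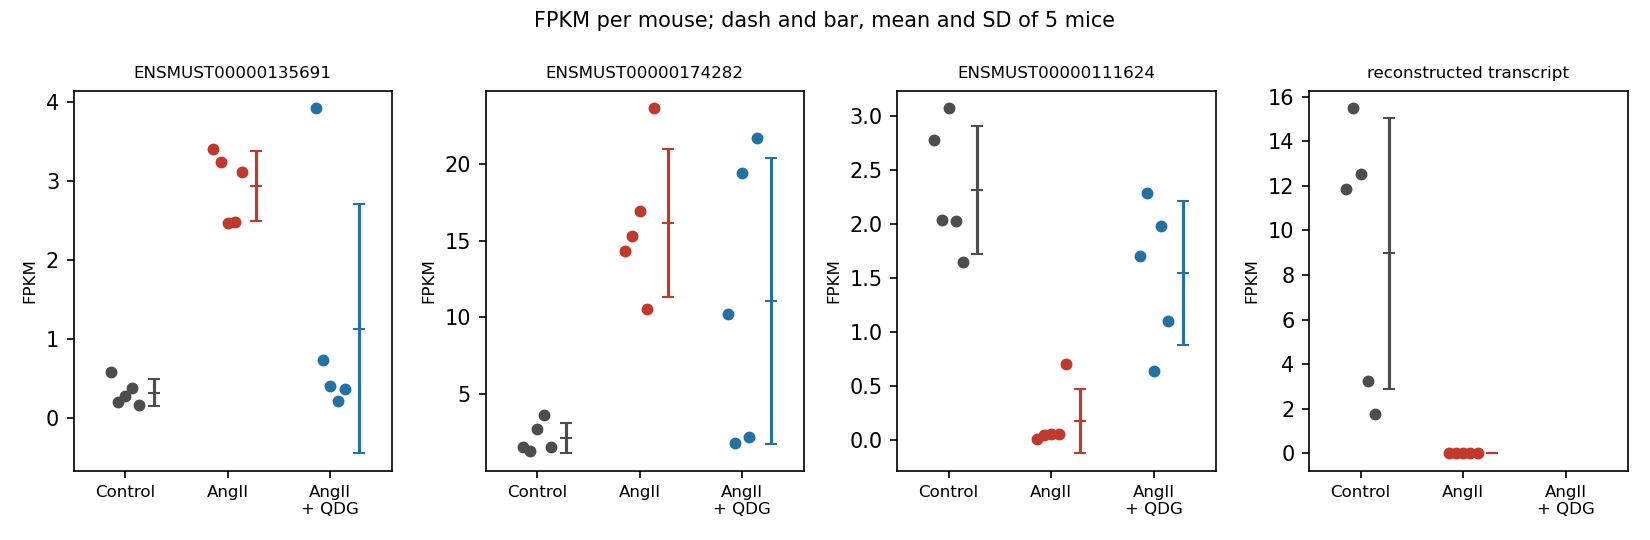
FPKM of 4 transcripts in each mouse (points), with the mean and SD of 5 mice (dash and bar), by group. Control and AngII mice do not overlap in any panel, and no AngII + QDG values are drawn for the reconstructed transcript, whose identifier is not shared between the lists.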

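The DETs of AngII vs. Control were intersected with those of AngII + QDG vs. AngII. Among 19956 transcripts tested in both comparisons, 17 were upregulated by AngII and downregulated after QDG treatment, and 24 were downregulated by AngII and upregulated after QDG treatment. Only 1 transcript was upregulated in both comparisons, and 0 were downregulated in both. Of these 41 transcripts with opposite changes, 1 had an adjusted p below 0.05 in AngII vs. Control and 3 had one in AngII + QDG vs. AngII. Between AngII + QDG and Control mice, 0 of the 41 were DETs. That count includes transcripts that did not pass the filter there and were not tested, such as ENSMUST00000135691. Transcripts chosen for opposite changes also tend to end near the Control level, so no return to that level is concluded. The 5 AngII mice enter both comparisons, with opposite sign. When the Control and AngII labels of the 10 mice were redrawn 99 times and the AngII + QDG mice were kept, from 22 to 101 transcripts were reversed, with a median of 48, so the number reversed did not exceed the spread between mice.

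**Figure D3:**
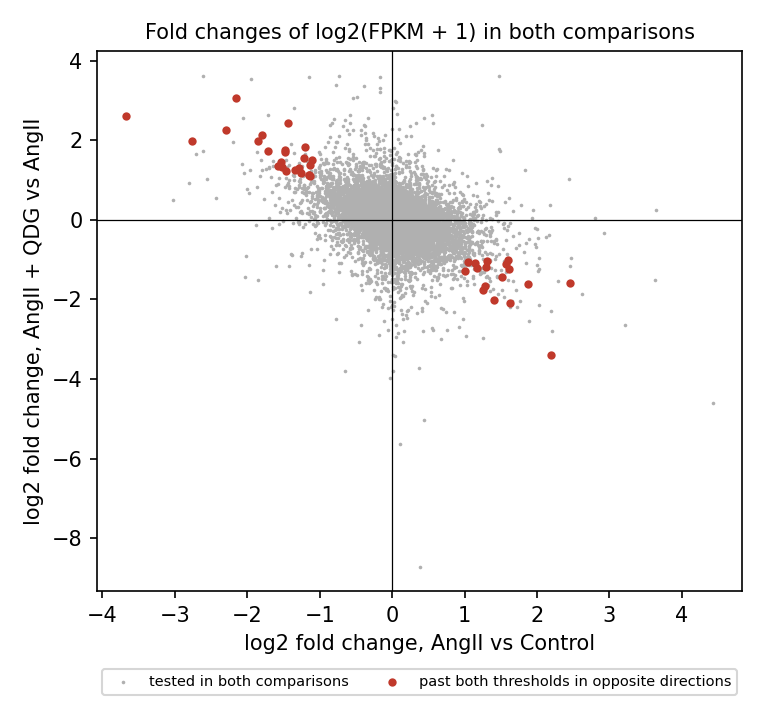
Log2 fold change of AngII + QDG vs. AngII against that of AngII vs. Control, on log2(FPKM + 1), with 1 point for each of 19956 transcripts. Red points mark the 41 transcripts past both thresholds in opposite directions, 17 at the lower right and 24 at the upper left.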

Integrative analysis indicated that upregulated 161 transcripts and downregulated 153 transcripts induced by AngII were reversed by QDG treatment (Figures 3C,D).

**FIGURE 3:**
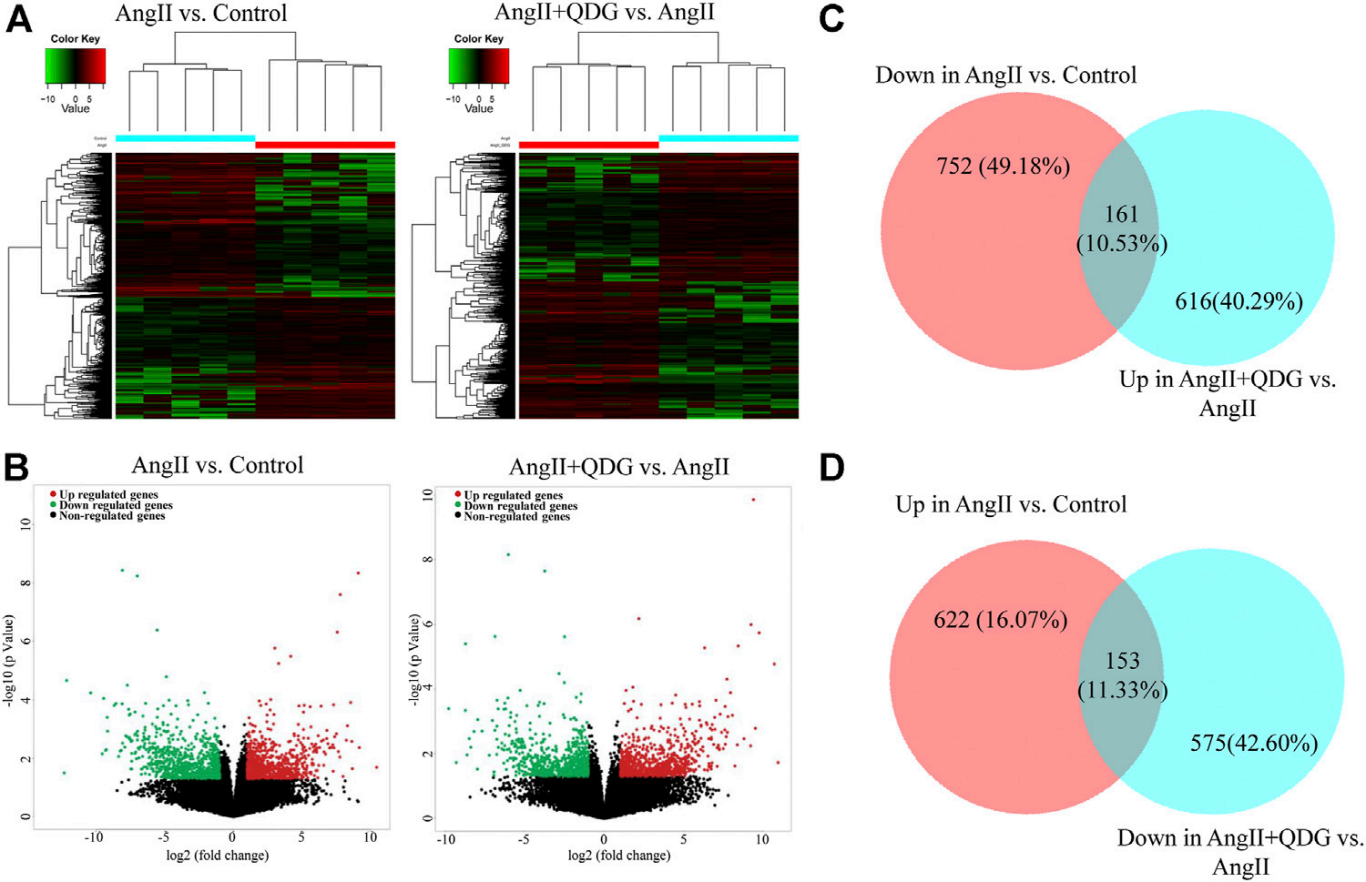
Qingda granule (QDG) induces change of gene expression profiles. After 2 weeks of treatment of AngII and QDG, the abdominal aorta was collected and detected the DEGs (|fold change| ≥ 2 and *p* < 0.05) by RNA sequencing of AngII compared to Control **(A)** and AngII + QDG compared to AngII **(B)**. **(C,D)** The overlapped area represented 314 of 1688 altered genes by AngII stimulation, which were attenuated by QDG treatment.

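The 41 transcripts with opposite changes made up 10.0% of the 409 DETs of AngII vs. Control. Of those 409, 211 were Ensembl transcripts also tested between the AngII + QDG and AngII groups, and the 41 made up 19.4% of them. Attenuation was also measured across all 19956 transcripts tested in both comparisons, which are not independent replicates, as the slope of the QDG effect on the AngII effect. With the same 5 AngII mice in both effects the slope was -0.49. With the AngII mice parted into 2 and 3, so that no AngII mouse entered both effects, the slope was 0.02 ± 0.03 (mean and SD over 20 ways of parting them), and ranged from -0.04 to 0.08. These 20 ways reuse the same mice, so their SD does not measure the spread between mice. Leaving out each of the 15 mice in turn gave a jackknife standard error of 0.0795 for this slope. The AngII effect in 2 against 2 mice had a mean slope of -0.0417 on that in the other 3 against 3 mice. Taken across transcripts as a whole, the AngII effect thus did not recur between mice, which leaves single transcripts open. A slope near 0 therefore does not exclude attenuation. Of the genes altered by AngII stimulation, the paper states that those in the overlapped area of Figures 3C,D were attenuated by QDG treatment.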

### Gene Ontology Analysis and Kyoto Encyclopedia of Genes and Genomes Pathway Annotation

GO analysis can help identify characteristic biological attributes from the aspects of biological processes, cellular composition, and molecular function for DETs. The top 30 enriched GO terms are shown in Figures 4A,B. In terms of biological processes, they mainly exhibited enrichment for metabolism, energy pathway, and regulation of cell growth. Cell component analysis revealed mRNA was mainly distributed in the cytoplasm, organelle, and nucleus. The molecular function was enriched in enzyme binding, transferase activity, and molecular function regulator.

**FIGURE 4:**
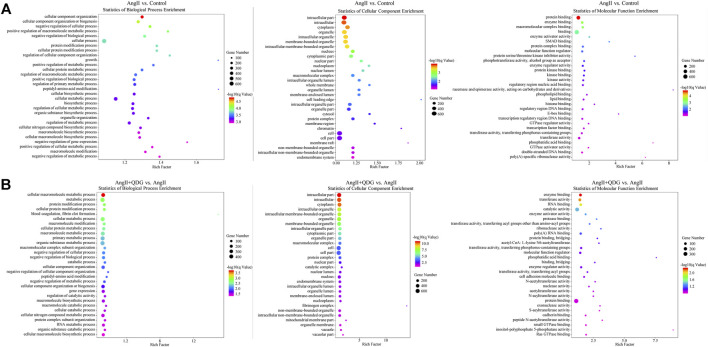
Gene Ontology (GO) enrichment analysis. The top 30 enrichment items were taken to analyze the related biological processes, cellular composition, and molecular function of **(A)** AngII vs. Control and **(B)** AngII + Qingda granule (QDG) vs. AngII.

Furthermore, we performed KEGG pathway enrichment analysis to explore further the pathological mechanism of QDG in the treatment of AngII-induced hypertension and identify the related pathways to the functions of AngII vs. Control and AngII + QDG vs. AngII. The top 30 most significantly enriched signaling pathways are shown in Figures 5A,B. Among all of the enriched pathways between AngII vs. Control and AngII + QDG vs. AngII, there were 248 overlapping pathways (Figure 5C). Among the overlapped pathways, calcium signaling pathway and ERK related vascular contraction were enriched, suggesting QDG treatments may exert its functional role on hypertension through calcium and related ERK pathways.

**FIGURE 5:**
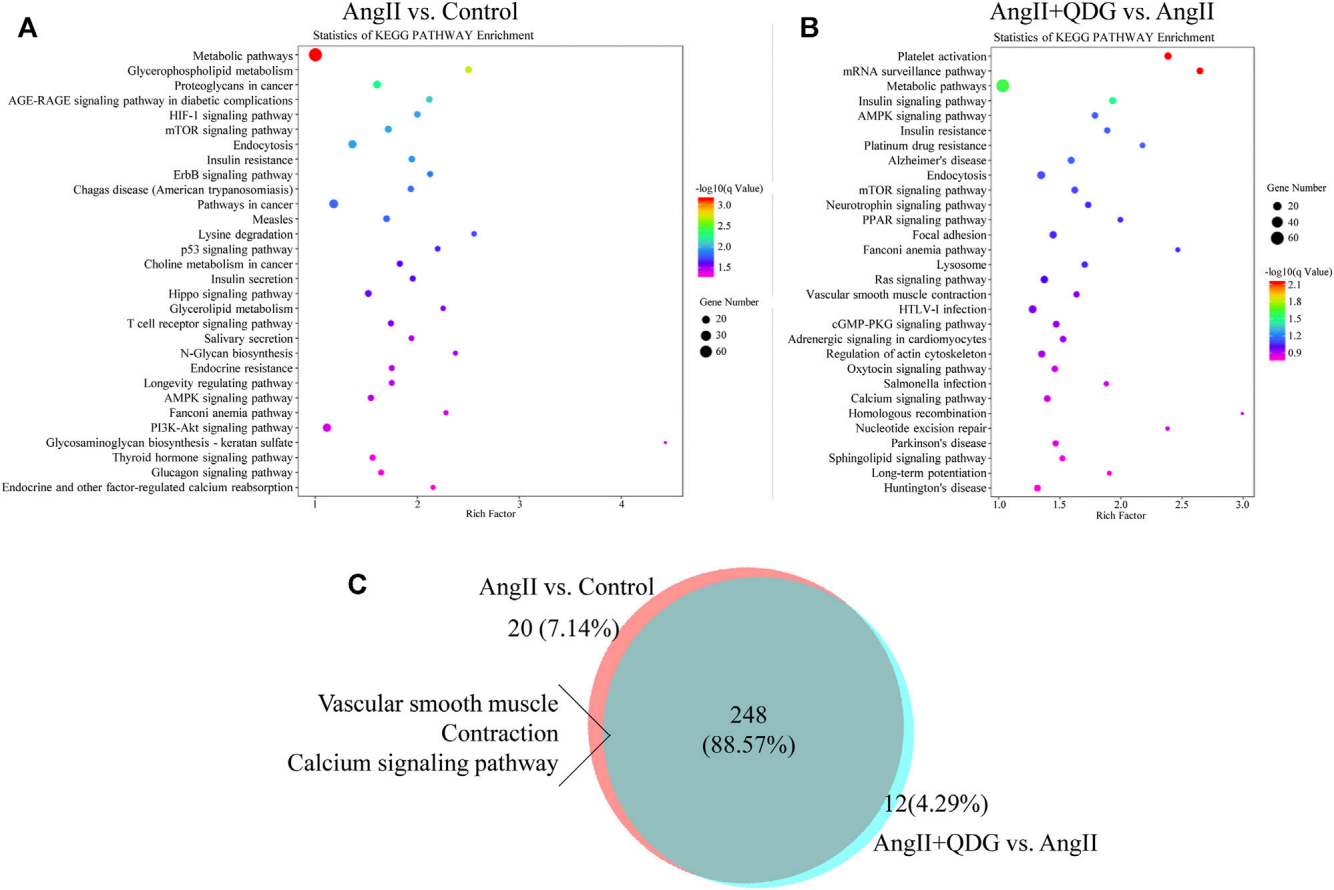
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. The top 30 enrichment KEGG signaling pathway analysis was performed to identify related signaling pathways of DETs after AngII **(A)** and QDG **(B)** treatment. **(C)** 248 altered pathways by AngII treatment were attenuated by QDG treatment.

### Qingda Granule Inhibits Ca^2+^/ERK Signaling Pathway Activated by AngII

Based on the RNA-seq results, we confirmed the regulatory role of QDG in AngII-induced Ca^2+^/ERK signaling pathway *in vitro*. Isolated primary VSMCs of the abdominal aorta were identified by detecting the expression of α-SMA, which showed that over 95% of the cells were positive for this antibody and identified as VSMCs (Figure 6A). Moreover, CCK8 analysis revealed that 12.5, 25, and 50 μg/ml of QDG treatment exhibited without or minor effect on cell viability of VSMCs, and therefore, 50 μg/ml of QDG was selected for determination of Ca^2+^ release. As shown in Figures 6C,D, intracellular Ca^2+^ was increased after AngII stimulation in VSMCs, while it was attenuated with the treatment of QDG (50 μg/ml), suggesting that QDG treatment inhibits the AngII-induced intracellular Ca^2+^ release.

**FIGURE 6:**
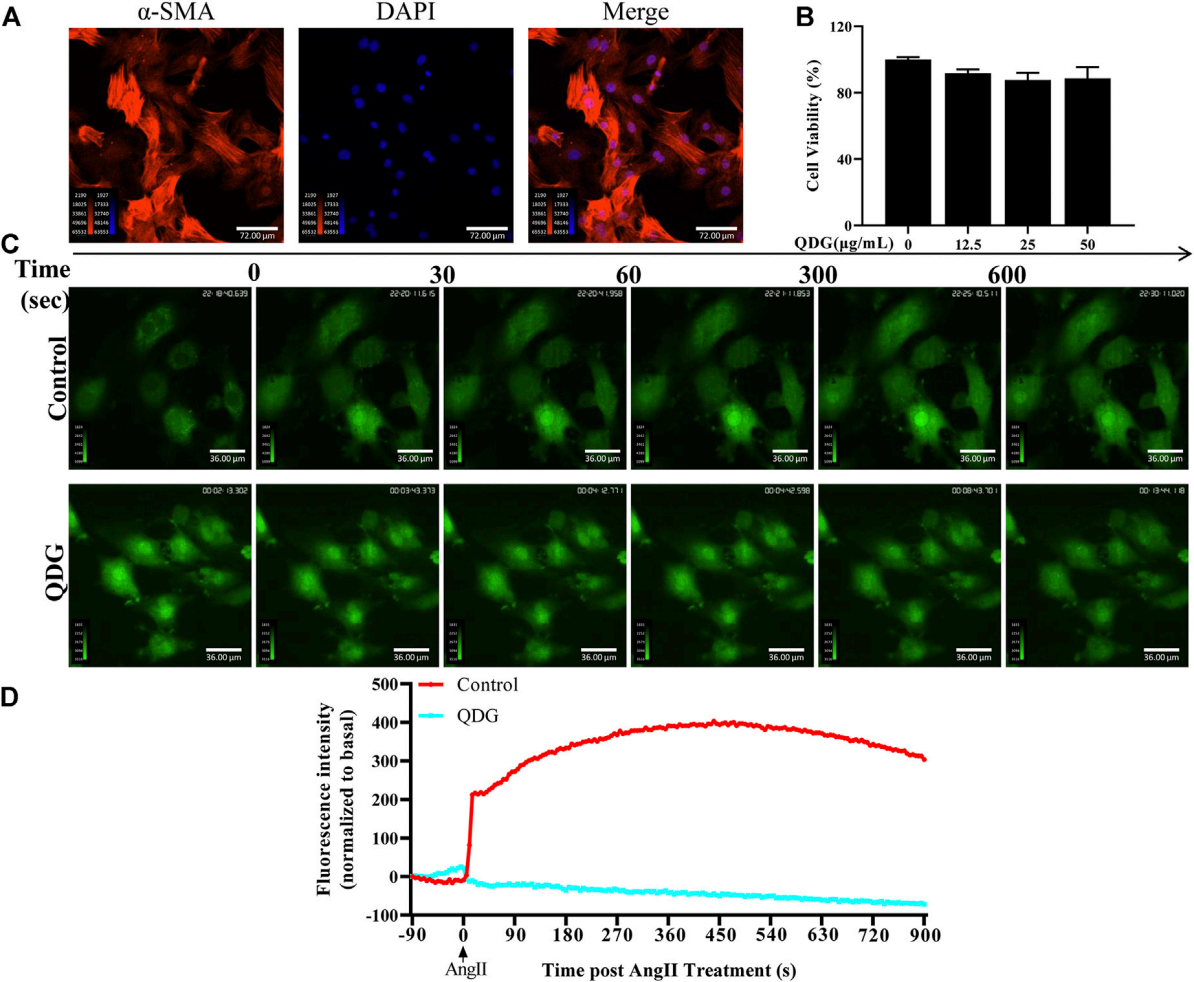
Qingda granule (QDG) inhibits Ca^2+^ release induced by angiotensin (AngII). **(A)** Immunofluorescence staining of *α*-SMA was used to confirm that primary cultures contained rat vascular smooth muscle cells (VSMCs) under microscopy (200×). Images are representative of those obtained for three independent cultures. **(B)** CCK8 was performed to determine the cell viability of VSMCs after 12.5, 25, or 50 μg/ml of QDG treatment. The cell viability of untreated cells was set as 100%. **(C)** VSMCs were incubated with PBS or QDG (50 μg/ml) for 48 h then treated with 100 nM AngII to record the real-time Ca^2+^ concentration by confocal microscope. **(D)** Intracellular Ca^2+^ concentration was normalized to basal before AngII treatment.

We detected the p-ERK expression both *in vivo* and *in vitro*. As shown in Figures 7A,B, p-ERK expression in the abdominal aorta of mice was upregulated after 2-week AngII infusion and blocked by QDG treatment (Figures 7A,B). Consistent with the *in vivo* study, p-ERK expression was increased in VMSCs after AngII treatment for 48 h and blocked by QDG treatment without disturbing the ERK expression (Figures 7C,D).

**FIGURE 7:**
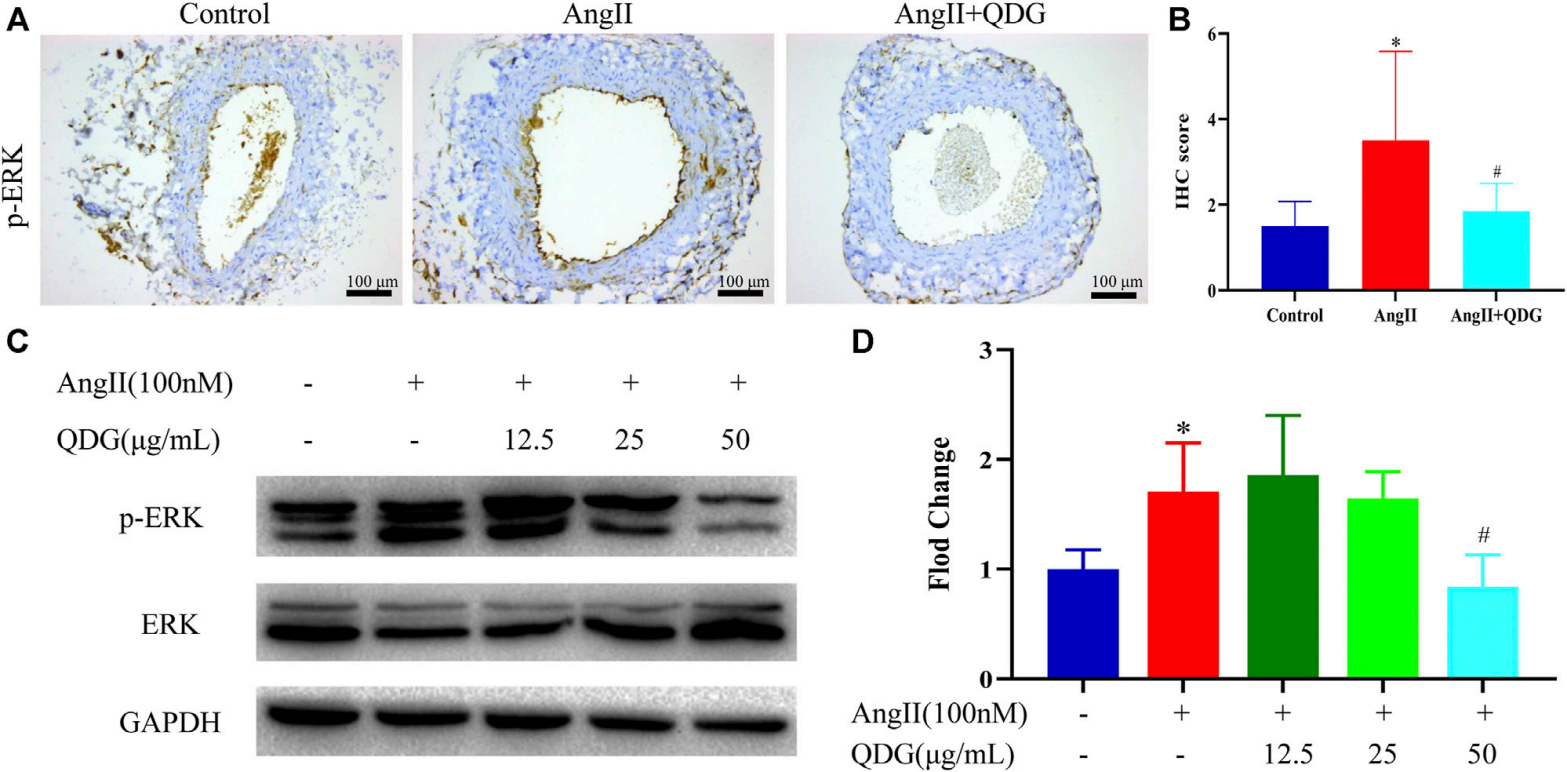
Qingda granule (QDG) inhibits ERK signaling pathways induced by angiotensin (AngII). **(A)** Immunohistochemical staining of phospho-ERK (p-ERK) in the abdominal aorta (scale bar = 100 um) and its intensity **(B)** was analyzed. **(C)** Western blotting of p-ERK and ERK in primary VSMCs and intensity ratio of p-ERK and ERK **(D)** was analyzed. Data are presented as mean ± SD; *n* = 5 for *in vivo* study and *n* = 3 for *in vitro* study; *p < 0.05 vs. Control group, #*p* < 0.05 vs. AngII group.

## Discussion

Despite improved awareness and therapies of hypertension, the number of hypertensive patients with controlled blood pressure remains low (Wang et al., 2018). Therefore, developing new effective pharmacological therapies is an urgent issue in this area. This study provides novel evidence that QDG treatment lowers the blood pressure of hypertensive mice and rescues the vascular dysfunction caused by hypertension. Mechanically, QDG treatment reverses 314 of 1688 altered genes and 248 of 268 modified signaling pathways by AngII stimulation, among which Ca^2+^ and related ERK signaling pathways may be one of the ways of QDG to exert its anti-hypertensive effect.

QDG has been proven to lower blood pressure and restore the cardiac function of hypertensive rats (Wu et al., 2020). In this study, using the AngII-induced mice model, we found that various concentrations of QDG treatment lowered the blood pressure, including SBP, DBP, and MAP of hypertensive mice, which provided novel evidence for the anti-hypertensive effect of QDG. Overload pressure causes the vascular functional and structural changes of the aorta, which in turn promotes the progression of hypertension (Cohen 2007). PWV was used to clinically evaluate the vascular function of hypertension patients (Aksenova et al., 2018). Our results indicated AngII induced the increased PWV of mice which can be decreased by QDG treatment, suggesting QDG treatment can partly rescue hypertensive vascular dysfunction. At the same time, both ultrasound and H&E staining demonstrated that QDG treatment can decrease the thickness of the abdominal aorta of hypertensive mice. Taking all these results together, QDG treatment lowers the blood pressure and attenuates vascular functional and structural change induced by hypertension.

The development of the RNA-seq technique provides a useful means to explore the underlying molecular mechanism of disease (Pareek et al., 2011). Therefore, RNA-seq was performed to investigate the DETs and related signaling pathways after AngII and QDG treatment, which may contribute to the anti-hypertensive effect of QDG. We found QDG treatment reversed multiple genes and signaling pathways altered by AngII, including PPAR, mTOR, and RAS signaling pathway, among which calcium signaling pathway and ERK-mediated vascular smooth muscle contraction were associated with vascular dysfunction (Touyz, 2005); that is, AngII mediates Ca^2+^ release from SR and subsequently activates ERK signaling pathway (Mehta and Griendling, 2007). Therefore, we explored whether QDG treatment exerts its functional role on hypertension and vascular dysfunction through this pathway.

Consistent with the results of RNA-seq, QDG treatment significantly decreased the intercellular Ca^2+^ concentration induced by AngII in isolated VSMCs. Furthermore, QDG treatment also decreased the protein level of p-ERK induced by AngII both *in vivo* and in *vitro*. These results suggest that QDG treatment alleviates Ca^2+^ and related ERK signaling pathway, which may partly explain how QDG lowers blood pressure and attenuates hypertensive vascular dysfunction. However, the inhibitors of Ca^2+^ and ERK pathway should be further used to confirm the anti-hypertensive role of QDG in future studies definitively.

## Conclusion

In summary, this study demonstrates that QDG treatment lowers blood pressure and attenuates hypertension-induced vascular functional and structural changes of hypertensive mice. The possible underlying molecular mechanism is that QDG treatment inhibits AngII-induced Ca^2+^ and related ERK signaling pathway, which provides novel evidence of QDG for anti-hypertension.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

How the deposited data were processed for this re-analysis (not part of the article)

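RNA-seq values of the abdominal aorta of 15 mice were used, 5 each from the Control, AngII and AngII + QDG groups. Groups and mouse numbers were taken from the sample labels and doses from the paper. According to the paper, the authors filtered the reads with NGSQC, aligned them to GRCm38/mm10 with HISAT2, reconstructed and quantified transcripts with StringTie, and called DETs with DESeq. The deposited files hold FPKM per transcript, which the authors had already scaled for transcript length and for the number of mapped fragments. A test of counts was therefore not used here.

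The files were found to rest on 2 lists of transcripts, 1 for the Control and AngII mice and 1 for the AngII + QDG mice. Comparisons with AngII + QDG mice used the 108027 Ensembl transcripts of both lists, and AngII vs. Control used all 126719 transcripts of its list. Each comparison was fitted on its own 10 mice with lmFit and eBayes (trend) of limma 3.58.1 in R 4.3.3, on log2(FPKM + 1), for transcripts with an FPKM of at least 1 in at least 5 mice. DETs were called at a fold change of 2 and an unadjusted p of 0.05. Benjamini-Hochberg adjusted p-values were computed over all transcripts tested. The design written before the data were examined named a count test for counts and this test for FPKM.

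The fit was tested on simulated data, with 200 transcripts changed by 2 on the log2 scale. Noise was normal and independent for each transcript and mouse, with the spread of each transcript within groups. A decrease planted in a transcript too low for it was made an increase. In AngII vs. Control, 192 of 199 changed transcripts that passed the filter were called DETs, and 395 of 25572 unchanged transcripts were called as well. At an adjusted p below 0.05, 151 changed and 6 unchanged transcripts were called. In AngII + QDG vs. AngII, 196 of 200 changed and 230 of 19879 unchanged transcripts were called DETs, and 155 and 10 had an adjusted p below 0.05.

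Relative depth was estimated from transcripts below 0.1 FPKM in both mice of a pair. Their log2 ratios peak at the ratio of 1 fragment in each mouse, and from 27.2% to 31.4% of at least 8981 transcripts per pair lay within 1 bin of 0.01 of the peak. Absolute depth is unknown, so no interval from counting error is given, and the precision of each value rests on the 5 mice per group.

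The transcripts named were chosen by a rule fixed before the data were examined: the smallest p among DETs of each direction whose 5 and 5 values do not overlap. The rule also asked for transcripts of the second comparison, for genes of pathway lists and for genes of proteins the paper names. The files do not pair transcripts with gene names, so gene names were not used here, and the identifiers were limited to 2 in each direction of AngII vs. Control. Tests of gene sets, GO terms, KEGG pathways and tissue markers need gene names and were not run. The alternatives tried were another filter or none, a pseudocount of 0.1, all 3 groups in 1 fit, scaling by the 75th percentile of each mouse, and leaving out each mouse in turn. Splits of the mice were drawn with a fixed seed, 100 per comparison with the real one included, of 126 possible, and 100 of 252 labellings for reversed transcripts. Figures were drawn with matplotlib 3.10.9.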

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

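A mouse far from the other 4 of its group was looked for in 29 groups of values, and 4 were found, where chance gives about 1.4. In these, the gap to the nearest mouse was over 0.71 of the range. No biological explanation was tested.

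AngII mouse 3986 had 92523 transcripts above 0, while the other AngII mice had between 84713 and 86511. Its relative depth, as estimated from low values, was 0.923, the lowest of the 15 mice. The estimate was higher in mice with few transcripts above 0: 1.022 in mouse 3981 (81005), 1.02 in 3994 (81734) and 1.04 in 3985 (81978). This tendency did not hold for every mouse, such as 3983 (84454 at 0.9712). The estimate was not checked against a known depth of these libraries, so whether the library of mouse 3986 was deeper was not decided.

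The other 3 concern transcripts that were chosen for a difference between AngII and Control mice. ENSMUST00000135691 was 3.93 FPKM in AngII + QDG mouse 3981 and between 0.223 and 0.735 in the other AngII + QDG mice. ENSMUST00000111624 was 0.709 FPKM in AngII mouse 4048 and between 0.0152 and 0.0586 in the other AngII mice. The reconstructed transcript was 0.00178 FPKM in AngII mouse 4048 and listed at 0 in the other 4, a gap that is near 0 on the scale of the Control mice.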

How the results depend on the processing

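Of the alternatives, 4 were chosen after seeing the data: Ensembl transcripts only, identifiers joined by name with reconstructed transcripts, Ensembl transcripts above 0 in at least 1 mouse of each list, and the fold change of the group mean FPKM. The cause of each change below was not tested.

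With an FPKM of at least 1 required in every mouse, there were 49 DETs up and 42 down in AngII vs. Control and 109 up and 100 down in AngII + QDG vs. AngII. Then 87 transcripts had an adjusted p below 0.05 in AngII + QDG vs. AngII and 1 in AngII vs. Control, 2 were up by AngII and down by QDG, 6 were down by AngII and up by QDG, and 235 were DETs in AngII + QDG vs. Control. With a pseudocount of 0.1, AngII vs. Control gave 287 DETs up, 365 down and 4 with an adjusted p below 0.05, and AngII + QDG vs. AngII gave 480 down. Reversed transcripts then numbered 32 up by AngII and down by QDG, and 43 down by AngII and up by QDG. With all 3 groups in 1 fit, 146 DETs were down in AngII vs. Control, 0 had an adjusted p below 0.05 (1107 had an unadjusted p below 0.05), and 29 were up by AngII and down by QDG. That fit held shared Ensembl transcripts only, 23914 tested against 27327, so its fewer DETs in AngII vs. Control cannot be put down to the joint fit. Without the filter, 1 transcript had an adjusted p below 0.05 in AngII vs. Control. Scaling each mouse by its upper quartile moved none of the counts by more than 1.5 times.

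Of the alternatives chosen after seeing the data, Ensembl transcripts only gave 126 DETs down in AngII vs. Control. Joining identifiers by name gave 483 DETs down and 723 transcripts with an adjusted p below 0.05 in AngII + QDG vs. AngII. The fold change of the group means gave 303 DETs up and 381 down in AngII vs. Control, 477 down in AngII + QDG vs. AngII, and 35 up by AngII and down by QDG, with 46 in the opposite direction.

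Across the 10 fits that each left out 1 mouse, AngII vs. Control had from 155 to 231 DETs up, from 188 to 264 down, and from 0 to 6 transcripts with an adjusted p below 0.05 (1017 to 1798 with an unadjusted p below 0.05). AngII + QDG vs. AngII had from 215 to 281 transcripts with an adjusted p below 0.05. Across 15 such fits, from 8 to 24 transcripts were up by AngII and down by QDG and from 19 to 35 were down by AngII and up by QDG. The slope stayed between -0.58 and -0.41 with shared AngII mice and between -0.03 and 0.05 with separate AngII mice. The 4 named transcripts stayed past the fold change and the unadjusted p in all 48 pairings of a transcript with an alternative fit that tested it. They were chosen for values that do not overlap, so this shows no stability. The fit of all 3 groups and the fits without Control mouse 4086 or without AngII mouse 3989 gave 0 transcripts at an adjusted p below 0.05. The adjusted calls of ENSMUST00000135691 and ENSMUST00000174282 were not kept there, though ENSMUST00000135691 was not tested without AngII mouse 3989. Only 1 transcript had such a p without the filter, with an FPKM of at least 1 in every mouse, and without Control mouse 3996. At least 1 of these calls was thus lost in each of those fits. ENSMUST00000135691 was not tested with an FPKM of at least 1 in every mouse, nor in any fit that left out an AngII mouse. The latter fits still asked for 5 mice, and of Control and AngII mice only the AngII mice reached an FPKM of 1 for it. The lack of its call in those fits is therefore no evidence against it.

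Tests of counts and their size factors were not run, since the values are FPKM. Sums per gene, gene sets and tissue marker lists were not run, since the files do not pair transcripts with genes. No paired analysis was possible because the groups share no mouse numbers.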

Differences from the paper's values

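In AngII vs. Control, 175 transcripts were upregulated against the paper's 775, and 234 were downregulated against the paper's 913, in all 409 against the paper's 1688. None of the alternatives that could be run, whether set before the data were examined or added later, closed these gaps.

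In AngII + QDG vs. AngII, 427 transcripts were upregulated against the paper's 777. Of the alternatives set before the data were examined, no filter (545) and a pseudocount of 0.1 (560) brought the number within 1.5 times of the paper's, and the others did not. Of those chosen after seeing the values, joining identifiers by name (612) and the fold change of the group means (573) did so as well. Downregulated transcripts numbered 317 against the paper's 728, and no alternative that was run closed this gap, nor did any for the numbers of reversed transcripts.

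Transcripts upregulated by AngII and downregulated by QDG numbered 17 against the paper's 161, and those downregulated by AngII and upregulated by QDG 24 against the paper's 153. Together they numbered 41 against the paper's 314. These counts are not alike, since the test differs from the paper's DESeq and reconstructed transcripts could not be compared here. Of the 409 DETs of AngII vs. Control, 211 were tested in the second comparison, and the 41 made up 19.4% of them. The paper's 314 were out of 1688. The paper's text assigns the larger number to transcripts upregulated by AngII, while its Figures 3C,D assign it to transcripts downregulated by AngII. In the re-analysis more transcripts were reversed after downregulation by AngII (24) than after upregulation (17).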

Other observations

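The depth of the libraries, both tests of large steps and the noise of the AngII effect were tested only after related values had been seen. The other tests were set before their results were seen.

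For AngII vs. Control, 47 of 100 splits of the 10 mice, the real one included, gave as many DETs as the 409 observed, and 83 of 100 gave as many transcripts with an adjusted p below 0.05 as the 2 observed. The number of DETs therefore does not set the AngII mice apart from other groupings of the same mice. On simulated data of the same size, 151 of 199 transcripts changed by 2 on the log2 scale had an adjusted p below 0.05. Changes of that size in many transcripts were thus within reach of 5 mice per group in such data. The simulated noise was independent for each transcript, without variation shared by all transcripts of a mouse. The real data may therefore allow less, and smaller changes were not simulated. Clustering each split on its own DETs parted the mice into its groups without error in 100% of the 99 other splits of Control and AngII mice. For AngII + QDG and AngII mice, 98 of the 99 other splits parted. In these data, groups that part in a cluster map of their own DETs are therefore what nearly any split of the mice gives.

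For AngII + QDG vs. AngII, 1 of 100 splits, the real one, gave as many as 744 DETs, and 1 of 100 gave as many as 365 transcripts with an adjusted p below 0.05. For AngII + QDG vs. Control, which the paper does not report, 1 of 100 gave as many as 774 DETs. Counts at an unadjusted p below 0.05 without a fold change limit did not stand apart in this way. The real split gave 1657 against AngII mice, where other splits had a median of 922 and reached 2509. Against Control mice it gave 1909, where other splits had a median of 868 and reached 2569. The real split also follows the transcript list in both comparisons. Of the 365 transcripts, 69.0% (252) were also called in the same direction against Control mice, and 349 of the 350 tested there had the same sign. Both comparisons share the AngII + QDG mice, which adds to this overlap, and the overlap that sharing alone would give was not measured. No conclusion is therefore drawn from it. Separate quantification of the AngII + QDG mice and an effect of QDG that does not depend on AngII cannot be told apart. No difference between AngII and AngII + QDG mice was found in the estimated relative depth (difference 0.015, exact permutation test, p = 0.563). That estimate was not checked against a known depth. None was found in the share of the 10 highest transcripts either (exact permutation test, p = 0.706).

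Steps of at least 8-fold without overlap between mice were looked for as a mark of the lists. The lack of overlap alone, whatever the size of the step, is given by 0.79% of labellings for any 1 transcript. There were 31 between AngII + QDG and AngII mice, where other splits of these mice reached 12, and 33 between AngII + QDG and Control mice, where other splits reached 17. Between AngII and Control mice, which share 1 list, there were 3 with reconstructed transcripts included. Among the 99 other splits of these mice, 1 gave 41 and the next highest gave 9. With shared Ensembl transcripts only, there were 0 between AngII and Control mice, while 1 other split gave 33 and the next highest gave 8. A single split within 1 list thus had as many steps as the groups on different lists, and whether the steps come from the lists was not decided.

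The number of reversed transcripts, 41, was reached in 70 of 100 labellings of the Control and AngII mice, the real one included. The negative slope of the QDG effect on the AngII effect was not left when no AngII mouse entered both effects: it went from -0.49 to 0.02, with a change of sign and 95.3% less absolute size. Noise of the shared AngII mice, which enters the effects with opposite sign, is therefore a candidate explanation for the negative slope and for the number reversed. A slope near 0 with separate mice does not exclude a reversal, because the AngII effect, taken across transcripts as a whole, did not recur between mice. The AngII effect in 2 against 2 mice had a mean slope of -0.0417 on that in the other 3 against 3, over 100 ways of choosing them (from -0.32 to 0.08). Whether QDG reverses transcript changes caused by AngII could not be decided from these values.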
